# A neonatal rat model of progressive left ventricular pressure overload induced by abdominal aortic banding microsurgery

**DOI:** 10.1016/j.xjtc.2025.04.014

**Published:** 2025-04-24

**Authors:** Zheng Wang, Sixie Zheng, Lincai Ye, Debao Li, He Zhang, Yingying Xiao, Chenxi Liu, Yuqing Hu, Sijuan Sun, Peisen Ruan, Hao Chen, Qi Sun

**Keywords:** cardiomyocyte, left ventricular pressure overload, pediatrics, proliferation

## Abstract

**Objective:**

Left ventricular pressure overload models using adult mice or rats were developed 60 years ago; however, a neonatal mouse model of left ventricular pressure overload was reported only 5 years ago. Moreover, how left ventricular pressure overload reshapes the neonatal left ventricle and how it affects cardiomyocyte proliferation remain largely unexplored. The aim of this study is to develop a simple neonatal rat model with clinical features matched to those of left ventricular pressure overload.

**Methods:**

A neonatal rat model of progressive left ventricular pressure overload was created via abdominal aortic banding microsurgery at postnatal day 1 and verified by gross examination at postnatal day 7, abdominal ultrasound at postnatal day 21, and left upper limb blood pressure measurement from postoperative day 21 to day 35. A surgical video and detailed surgical procedures were documented for learning purposes.

**Results:**

RNA sequencing demonstrated that there were only 171 differentially expressed genes between the abdominal aortic banding surgery and sham left ventricles at postnatal day 3, with 406 differentially expressed genes at postnatal day 7. At postnatal day 3, there was little enrichment of proliferation-associated genes and only a small percentage of proliferating cardiomyocytes; at postnatal day 7, there was an abundant enrichment of proliferation-associated genes and a large percentage of proliferating cardiomyocytes, exactly opposite to the neonatal transverse aortic constriction surgery model, which exhibited decreased cardiomyocyte proliferation over time and even inhibited cardiomyocyte proliferation when severe left ventricular pressure overload was induced by transverse aortic constriction surgery. Moreover, abdominal aortic banding surgery does not require a thoracotomy, resulting in a success rate as high as 100%.

**Conclusions:**

A neonatal rat model of progressive left ventricular pressure overload was successfully established and fully documented to provide a platform for pediatric left ventricular pressure overload–associated investigation.

**Figure:**
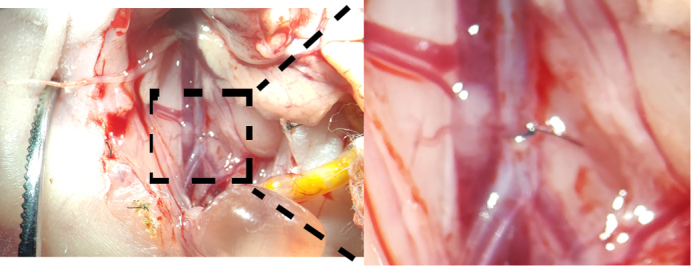
Neonatal ABS.

**Central Message**

A neonatal rat model of progressive LVPO via abdominal aortic banding microsurgery is introduced.

**Perspective**

LVPO is one of the most important features in children with cardiovascular diseases, such as aortic valve stenosis and hypertension. However, the current neonatal mouse and rat model of LVPO, established by TAC microsurgery, does not adequately recapitulate the features of pediatric cardiovascular diseases. We introduced a neonatal rat model of progressive LVPO via abdominal aortic banding microsurgery, providing a platform for understanding pediatric LVPO-associated diseases.

Left ventricular pressure overload (LVPO) is one of the most important features of various cardiovascular diseases, such as hypertension, aortic valve stenosis, and aortic valve calcification, in both children and adults.^1^, ^2^, ^3^ Thus, surgical LVPO models of adult mice and rats were developed 60 years ago, and they are currently used in thousands of studies, providing astonishing contributions to the understanding of LVPO-associated pathophysiology, such as cardiac hypertrophy and fibrosis.^4^, ^5^, ^6^ Currently, there are 2 types of LVPO surgical animal models: LVPO induced by transverse aortic constriction (TAC)^6^ surgery and LVPO induced by abdominal aortic banding surgery (ABS).^7^ Because the banding site of TAC is the ascending aorta, which is very close to the left ventricle (LV), the elastic aorta that would normally buffer the pressure caused by banding is lost, and therefore TAC induces a fixed LVPO with a rapid pathological progression of the LV. In contrast, the banding site of ABS is the abdominal aorta (AA), which is far from the LV, and therefore the elastic aorta is still available to buffer the pressure caused by banding. ABS induces a progressive LVPO and generates a slow pathological progression of the LV. Adult TAC animal models are more common than adult ABS animal models, and approximately 90% of studies reported in the literature used adult TAC to induce LVPO.

However, because of the challenges in constructing a surgical model of neonatal mice and rats (ice-bath anesthesia limiting the total surgical operation time to no more than 20 minutes, and the rice-sized small heart requiring the surgical operation to be performed under a microscope),^8^, ^9^, ^10^ a neonatal mouse model of LVPO induced by TAC was not introduced until 2019^11^ and was not fully described until 2021.^12^ In contrast, neonatal ABS was first reported 35 years ago.^13^ This is because a thoracotomy is a prerequisite for performing TAC, which is more difficult than performing ABS. Although neonatal ABS has been described for a long time and was also observed to induce cardiomyocyte (CM) proliferation, the detailed surgical protocols and videos were not documented.^7^^,^^13^^,^^14^ As a result, how LVPO remodels the neonatal LV, and particularly how it affects CM proliferation, remains largely explored.

Moreover, pediatric cases of hypertension, aortic valve stenosis, and aortic valve calcification induce a progressive LVPO, whereas TAC induces a fixed LVPO; therefore, the LVPO features of pediatric cardiovascular diseases and those of TAC are not well matched.^15^, ^16^, ^17^ It was reported that severe TAC did not promote CM proliferation and instead led to CM apoptosis, further supporting that TAC induced a fixed LVPO and a rapid pathological change of the LV.^18^ Neonatal TAC may well mimic pediatric coarctation of the aorta and interrupted aortic arch, both of which have a fixed LVPO,^19^^,^^20^ However, after surgical correction of coarctation of the aorta and interrupted aortic arch, children often develop postoperative aortic arch re-obstruction, LV outflow tract obstruction, or hypertension,^19^ which are characterized by a progressive LVPO. Thus, neonatal TAC models may not represent real clinical issues, and a neonatal model of progressive LVPO is needed.

The neonatal ABS model, performed on postnatal day 5, was first described in 1989 for studying LVPO-associated CM hypertrophy,^13^ and the neonatal ABS model, performed on postnatal day 2, was first described in 2003 for studying LVPO-associated CM proliferation.^21^ Moreover, ABS, but not TAC, induces hypertension.^22^ However, all previous neonatal ABS studies lacked the construction protocol, verification, and videos of neonatal ABS, making it difficult to master the neonatal ABS construction procedure; as a result, there are less than 10 reports of neonatal ABS as far as we know, whereas it is still largely unknown how progressive LVPO reshapes neonatal LV. In the current study, we performed neonatal ABS on postnatal day 1, providing a detailed neonatal ABS surgical protocol with a surgical video. Moreover, the bulk RNA-sequencing data of neonatal LVs under the influence of a progressive LVPO were documented for the first time. This study may help pave the way to understanding pediatric cardiovascular diseases with progressive LVPO.

## Material and Methods

### Statement of Data Availability

RNA-sequencing data were deposited in the National Center for Biotechnology Information's Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo), with accession number GSE289819.

### Ethics Statement

All procedures described in this study were approved by the Animal Welfare and Human Studies Committee of Shanghai Children's Medical Center (Institutional Review Board approval No. SCMC-LAWEC-2024-1127, November 24, 2024).

### Abdominal Aortic Banding Surgery

The neonatal ABS comprised 3 steps: preoperative preparation, ABS, and postoperative care.

#### Preoperative preparation

Several surgical items were prepared in advance, including 30G padding needles, tiny hemostatic gelatin sponges, 9/12-0 thread with a blunt needle tip, and a water-resistant ice bed. The 30G padding needle was cut to a suitable size so that it could be placed into the small abdominal cavity. The tip of the 12-0 thread needle was ground to a blunt end to avoid pricking blood vessels. The ice bed was made using a Styrofoam box and was enclosed by a sterile towel. A concave position at the center of the ice bed was used to store ice. Two parallel rubber bands were used for rat fixation. Self-made surgical instruments were sterilized before surgery to reduce the risk of infection. The surgical items and instruments are presented in Figure E1.

#### Neonatal abdominal aortic banding surgery

Sprague–Dawley pups bred in our laboratory, male and female, were anesthetized by direct ice cooling for approximately 3 to 5 minutes. The anesthetized neonates were then transferred to an ice bed and fixed in the supine position. A longitudinal incision of approximately 1.5 to 2 cm was made at the lower midline of the abdomen, and the skin, subcutaneous tissue, and abdominal muscles were cut layer-by-layer to expose the abdominal cavity. the detailed protocols are described in the “Results” section.

#### Postoperative care

The pups were warmed under a heat lamp set to 40 °C until they were breathing freely (2-3 minutes) and then transferred to another heat lamp set to 37 °C until they were able to make natural movements and their skin turned red or pink (2-3 hours). All the pups were returned together as a group to their mother.

### Study Design

A total of 48 rat pups (24 per experimental group) were used in this study, with specific allocation details provided in Table E1. Twelve rats (6 per group) designated for serial blood pressure (BP) measurements and abdominal ultrasound monitoring survived through postoperative day 35 before undergoing euthanasia. Cardiac tissues from these subjects were cryopreserved at −80 °C in ultra-low temperature freezers for subsequent analysis. Although neonatal ABS presents significantly lower technical demands compared with neonatal TAC, a learning curve exists for surgical proficiency. Inexperienced operators may consequently encounter elevated mortality rates during the initial phase of technique acquisition.

### Abdominal Ultrasound

At postnatal day 21, rats were anesthetized with isoflurane and allowed to breathe spontaneously through a nasal cone (isoflurane/oxygen: 1.5%-2.0% maintenance). The banding site was analyzed using a Vevo 2100 imaging system (Visual Sonics). To confirm stenosis of the AA, the velocity time integral of the AA blood flow was calculated from the mean of 3 consecutive measurements using 2-dimensional and pulse Doppler echocardiography.

### Blood Pressure Measurement

Systolic blood pressure (SBP) and diastolic blood pressure (DBP) were measured in conscious, restrained rats using a noninvasive tail-cuff plethysmography system (IITC Life Science MRBP BP system) calibrated for monitoring left upper limb artery. Measurements were acquired at postoperative day 21 to day 35 at fixed times. The mean arterial pressure was then calculated (mean arterial pressure = (2 (DBP) + SBP)/3).

### Immunofluorescence

At postnatal days 3 and 7, the hearts were harvested, sectioned, and subjected to immunofluorescences staining. Briefly, tissue sections were washed 3 times with phosphate-buffered saline, fixed in 4% paraformaldehyde, permeabilized with 0.5% Triton X-100, and then incubated with anti-Ki67 (ab15580, Abcam), anti-Aurora B (ab2254, Abcam), and anti-cardiac troponin T (ab8295, Abcam) antibodies overnight at 4 °C. The slides were then incubated with secondary antibodies and DAPI, photographed under a confocal microscope, and analyzed with ImageJ software (National Institutes of Health).

### RNA Sequencing

At postnatal days 3 and 7, the LVs were collected for RNA sequencing. Sequencing libraries were generated with a NEBNext Ultra RNA library prep kit for Illumina according to the manufacturer's recommendations. The library quality was assessed on an Agilent Bioanalyzer 2100 system. Library sequencing was performed on an Illumina NovaSeq platform. Clean data (clean reads) were generated by removing reads that contained adapters, low-quality reads, and reads containing poly-N from the raw data. All subsequent analyses used high-quality clean data. Feature Counts v1.5.0-p3 was used to determine the number of reads. The fragments per kilobase of transcript sequence per million base pairs sequenced of each gene was calculated. Differential expression analysis was conducted using the DESeq2 R package (1.16.1). We adjusted the resulting *P* values with Benjamini and Hochberg's approach to control the false discovery rate. Genes with an adjusted *P* less than .05 detected by DESeq2 were considered differentially expressed. An enrichment analysis was conducted using the clusterProfiler R package, with a corrected *P* less than .05 considered as significantly enriched.

### Statistical Analysis

Continuous data were expressed as mean ± SD. We tested differences using the Student *t* test, 1-way analysis of variance, and SNK when the data were normally distributed; otherwise, differences were assessed using the rank-sum test. Statistical analyses were conducted using SAS software v. 12.0 (SAS Institute Inc).

## Results

### Neonatal Abdominal Aortic Banding Microsurgery

As shown in Video 1, the skin was carefully lifted with tweezers while cutting open the skin with scissors under a microscope (Figure E2, *A*), and then the small intestine was pulled out of the abdomen with a cotton swab, clearly exposing the AA (Figure 1, *A* and *B*, and Figure E2, *B*). Pulling the small intestine with tweezers was cautiously avoided, because this can easily cause the small intestine to rupture and bleed. A 12-0 suture needle was passed through the AA (Figure 1, *C*1-3 and Figure E2, *C*). The needle was held with a needle holder on the opposite side as it was passed through and then gently pulled until the suture thread was completely under the AA (Figure 1, *C*4). The padding needle was placed on the AA, and the AA and padding needle were ligated with 12-0 thread (Figure 1, *C*4-6 and Figure E2, *D*). Then, the padding needle was gently removed using a micro holder to create a lumen with a diameter equal to that of the needle (Figure 1, *C*6). The ends of the sutures were cut. The small intestine was carefully placed back into the abdomen with a cotton swab (Figure E2, *E*) while avoiding rupture and bleeding of the small intestine. Finally, the abdomen was closed layer-by-layer (Figure E2, *F*). The pups were warmed under a heating lamp set to 37 °C until they could breathe freely (2-3 minutes). The pups were then transferred to another heating lamp set to 37 °C until they made natural movements and exhibited red or pink skin (2-3 hours). The survival was 100%.

**Figure 1:**
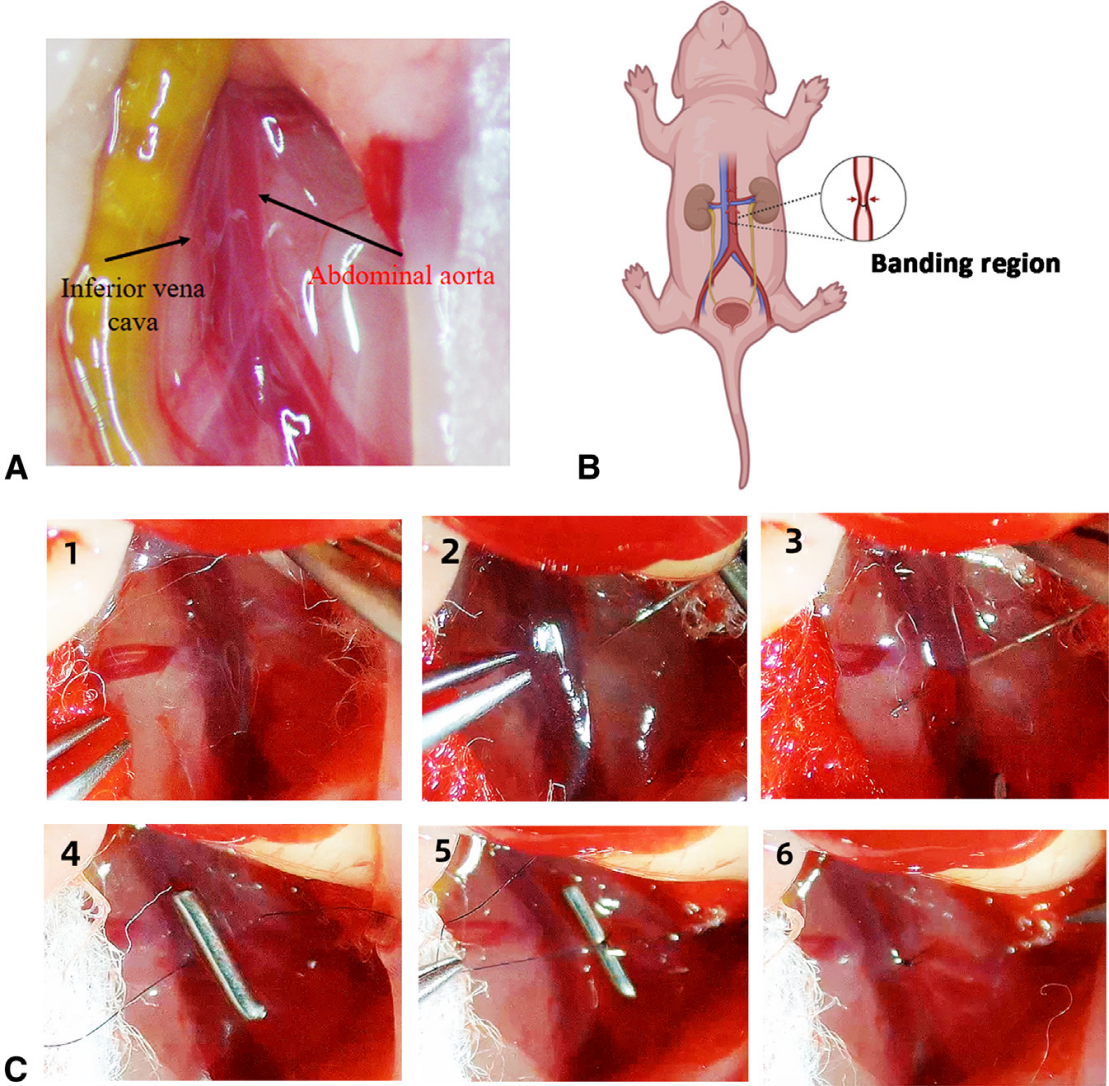
ABS procedure. A, Local anatomy at the site of the ABS. B, Schematic diagram of ABS. C, Key steps of ABS. C1, Expose the abdominal aorta. C2 and C3, A 12-0 suture needle was passed through the AA. The needle was held with a needle holder on the opposite side as it was passed through and then gently pulled until the suture thread was completely under the AA. C4 and C5, The padding needle was placed on the AA, and the AA and padding needle were ligated with 12-0 thread. Then, the padding needle was gently removed using a micro holder to create a lumen with a diameter equal to that of the needle. C6, The ends of the sutures were cut. *ABS*, Abdominal aortic banding surgery; *AA*, abdominal aorta.

### Abdominal Aortic Banding Surgery Induced a Progressive Left Ventricular Pressure Overload

As shown in Figure 2, *A* and *B*, at postnatal day 7, a thread-fixed AA was clearly visible under a microscope. Abdominal ultrasound showed a significant increase in the blood flow velocity at the banding site in the ABS group compared with that of the sham group at postnatal day 21 (Figure 2, *C* and *D*). Because of the small body size of neonatal rats, a rat tail BP measurement device was unable to detect the BP during the first 2 postoperative weeks. Therefore, we chose to monitor BP from the third postoperative week. The results showed that from postoperative day 21 to day 35, there was a continuous and slow increase in the systolic, diastolic, and mean BP in the ABS group but not in the sham group (Figure 2, *E* and *F*). In addition, at postoperative day 35, a significant increase of LV thickness was observed in the ABS group (Figure E3). These results suggested that ABS induced a progressive LVPO.

**Figure 2:**
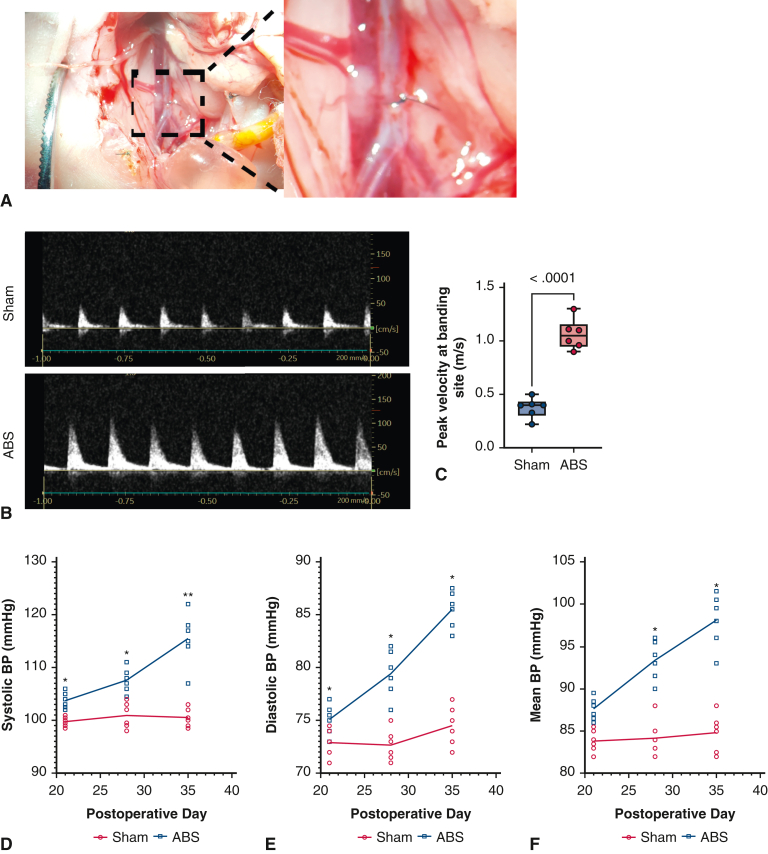
Verification of LVPO. A, At postnatal day (P)7, a banding suture around the AA was visible under a microscope. B, Representative abdominal ultrasonography at the banding site at P21. C, Quantification of peak velocity at the banding site. The lower and upper borders of the box represent the lower and upper quartiles (25th percentile and 75th percentile). The *middle horizontal line* represents the median. The lower and upper whiskers represent the minimum and maximum values of nonoutliers. N = 6 rats. D, Systolic BP increased over time from postoperative day 21 to 35 because of the ABS. E, Diastolic BP increased over time from postoperative day 21 to 35 because of the ABS. F, Mean BP increased over time from postoperative day 21 to 35 because of the ABS. *LVPO*, Left ventricular pressure overload; *AA*, abdominal aorta; *ABS*, abdominal aortic banding surgery. ∗*P* < .05; ∗∗*P* < .01.

### The Gradually Increasing Number of Differentially Expressed Genes From Postnatal Day 3 to 7 Suggests a Progressive Increase in Left Ventricular Pressure Overload

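Left ventricles of rat pups were sequenced at postnatal days 3 and 7 after abdominal aortic banding surgery (ABS), in which a suture narrows the abdominal aorta, or after sham surgery. The tissue is given as in the paper's methods, while the sample labels name left ventricular myocardiocytes. Each of the 4 groups had 3 libraries, each deposited as its own sample. By the paper's methods, reads with adapters, poly-N or low quality were removed and the remaining reads on each gene were counted with featureCounts. The deposited values are these counts, not normalized, on 32883 Ensembl rat genes and 1850 rows with numbered names of the authors' own, outside the Ensembl genes. The paper's text does not name the aligner, the genome build or whether the counting used the strand. The total count per library was 14867713 to 16139513 (median 15546268) in the ABS group and 16230893 to 17286278 (median 16681363) in the sham group at postnatal day 3. At postnatal day 7, it was 14268210 to 16052101 (median 15365637) in the ABS group and 14291538 to 16102725 (median 14669721) in the sham group. For each day, the 6 libraries were compared with edgeR's quasi-likelihood test, two-sided, after TMM normalization and a filter on genes with low counts, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. DESeq2, the tool of the paper, was run on the same counts as an alternative. The paper's methods call differentially expressed genes (DEGs) at an adjusted P value, while the volcano plots of Figure 3 print a threshold on the P value itself, so the genes past 0.05 were counted both ways. The threshold, the tool, the filter on low counts, the libraries that enter a fit and whether the days share an estimate of the spread can change these numbers. The files do not pair Ensembl identifiers with gene symbols, so genes are given by identifier and no list of genes known by symbol was tested.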

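At postnatal day 3, edgeR's test covered 14222 genes. None (0 genes) reached an adjusted p under 0.05, and 47 genes had an unadjusted p under 0.05, of which 20 were higher and 27 lower in the ABS group. Taking 0.05 of the genes tested gives about 711. The 9 other ways to divide the 6 libraries into 3 and 3 gave 69 to 5282 genes (median 132). The 711 is thus no measure of what an arbitrary grouping of these libraries gives. With DESeq2, 4 of the 20152 genes tested had an adjusted p under 0.05, 2 higher and 2 lower in the ABS group, and 171 had an unadjusted p under 0.05, 64 higher and 107 lower. The biological coefficient of variation between libraries of one group was 0.544. In counts simulated for this comparison with that spread, edgeR's test at the adjusted threshold recovered 0% of 200 genes changed 2-fold and 14.5% of 200 genes changed 4-fold, with 0 and 2 false calls. DESeq2 recovered 3.5% and 55% of them, with 29 and 67 false calls, so changes of this size were mostly not detectable with edgeR at this spread. The number at the unadjusted threshold moved most with limma's sample quality weights, an alternative chosen after seeing the data, which gave 2214 genes. That fit weighted sham replicate 3 at 6.03 and ABS replicate 2 at 2.76, against 0.25 for ABS replicate 3. With these weights, 10 of the 10 splits of the libraries gave at least 2214 genes. Without ABS replicate 3, edgeR's number at the unadjusted threshold was 432. No gene passed the adjusted threshold, so the genes named are those of smallest unadjusted p among genes with a mean of at least 1 CPM (counts scaled to a common library total) whose ABS and sham libraries did not overlap. ENSRNOG00000045747 was at 39.7 ± 35.1 CPM (SD, n = 3) in the ABS group and 1.09 ± 0.67 CPM (SD, n = 3) in the sham group. Its log2 fold change was 5.19 (standard error 1.01, adjusted p = 1 from edgeR's quasi-likelihood test), and its ABS libraries ranged from 7.52 to 77.1 CPM. Its adjusted p from DESeq2 was 3.23e-06, and across the alternatives it ranged from that value to 1. ENSRNOG00000016452 was at 14.0 ± 4.22 CPM (SD, n = 3) in the ABS group and 41.3 ± 2.75 CPM (SD, n = 3) in the sham group, with a log2 fold change of -1.56 (standard error 0.31, adjusted p = 1 from edgeR's quasi-likelihood test). Its adjusted p from DESeq2 was 0.0795, the lowest across the alternatives, where it ranged up to 1. An exact permutation test of either gene gives p = 0.1, the smallest that 3 libraries against 3 allow. The choice of genes without overlap fixes this value in advance, so it adds no evidence.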

As shown in Figure 3, *A*, there were only 171 differentially expressed genes (DEGs) between the ABS and sham groups at postnatal day 3, with 64 upregulated and 107 downregulated when comparing the ABS group with the sham group. 

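At postnatal day 7, 14635 genes were tested with edgeR. The smallest adjusted p was 0.205, so 0 genes passed the adjusted threshold. An unadjusted p under 0.05 was found for 498 genes, 216 higher and 282 lower in the ABS group. Taking 0.05 of the genes tested gives about 732, and the 9 other splits of the libraries gave 382 to 1315 (median 546). Without ABS replicate 3, the unadjusted number was 938, with 404 higher and 534 lower, and without any other library it was 443 to 513. DESeq2 tested 22086 genes and gave 10 with an adjusted p under 0.05, 2 higher and 8 lower in the ABS group. It gave 406 genes with an unadjusted p under 0.05, 185 higher and 221 lower. The biological coefficient of variation was 0.148. In counts simulated with that spread, edgeR's test at the adjusted threshold recovered 69.5% of 200 genes changed 2-fold and 92% of 200 genes changed 4-fold. It made 15 and 18 false calls. DESeq2 recovered 74% and 93% of them, with 21 and 33 false calls. Without the filter on low counts, 3 genes passed the adjusted threshold, and 1 to 3 genes passed it when 1 library was left out in turn. By the same rule as at postnatal day 3, the genes named are ENSRNOG00000048608 and ENSRNOG00000016961. ENSRNOG00000048608 was at 3.54 ± 0.862 CPM (SD, n = 3) in the ABS group and 0.516 ± 0.194 CPM (SD, n = 3) in the sham group. Its log2 fold change was 2.77 (standard error 0.39, adjusted p = 0.205 from edgeR's quasi-likelihood test), and its adjusted p ranged from 0.000165 with DESeq2 to 1 across the alternatives. ENSRNOG00000016961 was at 50.5 ± 3.51 CPM (SD, n = 3) in the ABS group and 72.4 ± 5.36 CPM (SD, n = 3) in the sham group, with a log2 fold change of -0.52 (standard error 0.09, adjusted p = 0.588 from edgeR's quasi-likelihood test). With DESeq2, its adjusted p was 0.00789, and across the alternatives it ranged from that value to 1. As the rule requires, the groups did not overlap for either gene.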

At postnatal day 7, the number of DEGs increased more than 2-fold to 406, with 185 upregulated and 221 downregulated when comparing the ABS group with the sham group (Figure 3, *B*). These results suggested that the number of DEGs gradually increased over time during the neonatal stage (from postnatal day 1 to 7) (Figure 3, *C*), indicating a progressive increase in LVPO.

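The change between the days was also tested directly, as the interaction of surgery and day over all 12 libraries. Of 15236 genes, 0 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 176 had an unadjusted p under 0.05. Taking 0.05 of the genes tested gives about 762. In 100 assignments of the surgery labels, the real one included, the number was 176 to 5658 (median 275). All 12 libraries shared one estimate of the spread in this fit, and its power was not simulated. Without ABS replicate 3 of postnatal day 3, the unadjusted number was 1151 and the adjusted number 0. With DESeq2, 5 genes passed the adjusted threshold. Of the 13900 genes that edgeR tested on both days, 4 had an unadjusted p under 0.05 on both, against 1.4 expected by chance in either direction. Of these 4 genes, 3 changed in the same direction. Of the 19524 genes that DESeq2 tested on both days, 12 had an unadjusted p under 0.05 on both, against 3.4 expected by chance in either direction. Of these 12 genes, 8 changed in the same direction. The log2 fold changes of the 2 days from edgeR correlated across its 13900 genes with a Pearson r of 0.041 and a Spearman rho of 0.059, and 68 of the 100 pairs of splits of each day's libraries into 3 and 3 gave a Pearson r at least as far from 0. Genes are not independent replicates. With every library thinned to the smallest total, 53 genes at postnatal day 3 and 476 genes at postnatal day 7 had an unadjusted p under 0.05. When all 12 libraries were fitted with one estimate of the spread, the order of the days changed, with 415 genes at postnatal day 3 and 51 at postnatal day 7. It also changed with the number of detected genes as a covariate (1430 and 534) and with sample quality weights (2214 and 736), both chosen after seeing the data. With these weights, 10 of the 10 splits of the postnatal day 3 libraries gave at least 2214 genes. With DESeq2 and without the filter on low counts, the order of the days did not change. From the larger number of DEGs at postnatal day 7 than at postnatal day 3, the paper proposes that LVPO increased progressively over the neonatal stage.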

**Figure 3:**
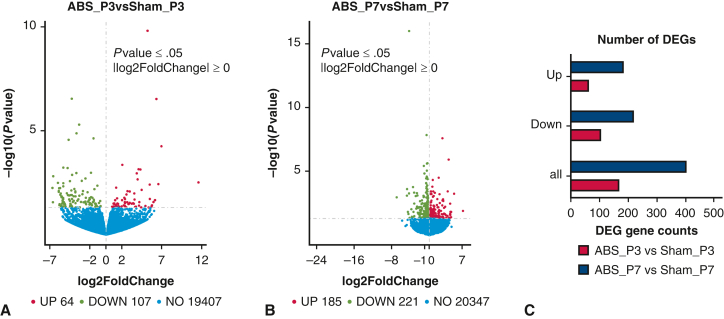
A progressive LVPO indicated by a gradually increasing number of DEGs from P3 to P7. A, Volcano plot of DEGs at P3. B, Volcano plot of DEGs at P7. C, Quantification of DEGs at P3 and P7. *LVPO*, Left ventricular pressure overload; *DEG*, differentially expressed gene; *ABS*, abdominal aortic banding surgery.

### High Reproducibility of Abdominal Aortic Banding Surgery at the Transcriptome Level

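The libraries were clustered on the genes with an unadjusted p under 0.05 from edgeR's test of the same day, with log2 CPM values scaled per gene and average linkage on 1 minus the Pearson correlation. On both days, the first branching separated the 3 ABS libraries from the 3 sham libraries. It did so too with complete linkage on Euclidean distances and with the genes that DESeq2 gave at that threshold, an alternative chosen after seeing the data. These genes were selected by the comparison of the same groups. When the 6 libraries of a day were divided into 3 and 3 in the 9 other possible ways and genes were selected for each, the first branching separated the divided libraries in 8 of 9 cases at postnatal day 3 and in 9 of 9 at postnatal day 7.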

A cluster analysis of DEGs showed that there were high inter-group differences and intra-group consistencies at postnatal days 3 and 7 after ABS or sham surgery (Figure 4, *A* and *B*). 

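Principal components were computed for each day from the 500 most variable genes, selected without regard to the groups, on log2 CPM with a prior count of 2. At postnatal day 3, the first component held 66.9% of the variance. ABS replicates 1 and 2 scored -41.5 and -25.6 on it and sham replicate 2 scored -41.4, while ABS replicate 3 scored 47.4 and sham replicates 1 and 3 scored 48.7 and 12.3 (exact permutation test of ABS against sham, two-sided, p = 0.7). At postnatal day 7, the first 2 components held 22.8% and 22.2% of the variance, with p = 0.8 on each by the same exact permutation test. On the same genes, the mean Euclidean distance at postnatal day 3 was 66.98 between ABS and sham libraries, 78.84 within the ABS group and 70.75 within the sham group. At postnatal day 7, it was 37.78 between the groups, 37.93 within the ABS group and 38.31 within the sham group. The distance between groups minus that within groups, averaged over the ABS and sham groups, was thus below 0 for the surgery on both days. It was at least as high as for the surgery in 8 of the 10 splits of the libraries at postnatal day 3 and in 7 of 10 at postnatal day 7, the real one included (exact permutation test, one-sided, p = 0.8 and p = 0.7, where 0.1 is the smallest possible).

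**Figure D1:**
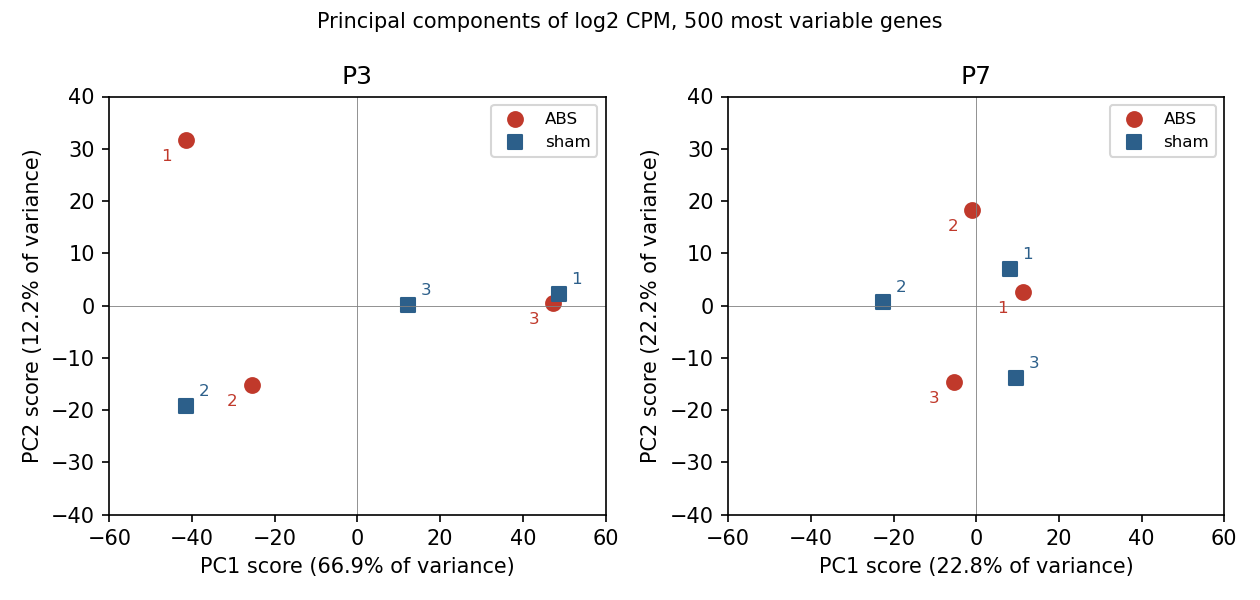
Scores of the ABS (circles) and sham (squares) libraries on the first 2 principal components of log2 CPM at P3 (left) and P7 (right), numbered by replicate, with each component's share of the variance on its axis. At P3, ABS replicate 3 (47.4) and sham replicate 1 (48.7) lie next to each other on the first component, and the groups overlap on both days.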

Principal component analysis also showed that the differences between groups were significant, whereas the differences within groups were relatively small at postnatal days 3 and 7 after ABS or sham surgery (Figure 4). These results suggested there was a highly reproducibility of ABS at the transcriptome level.

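Reproducibility between libraries was measured as the Pearson correlation of log2 CPM over 15236 genes. At postnatal day 7, the 6 pairs of libraries after the same surgery correlated at 0.975 to 0.980 and the 9 pairs of an ABS and a sham library at 0.976 to 0.980, with a median of 0.978 for each. At postnatal day 3, the pairs after the same surgery correlated at 0.851 to 0.930 (median 0.905) and the pairs of an ABS and a sham library at 0.852 to 0.957 (median 0.930). The highest correlation at postnatal day 3 was that between ABS replicate 3 and sham replicate 1. Scatter was measured for pairs of one day, on genes with more than 20 and up to 50 counts in the 2 libraries together. It was 2.2 to 3.1 times the sampling noise at the later day and 4.5 to 16.4 times at the earlier day. No pair of files of the same day thus repeated one library. The number of genes with at least 1 count was 18579 to 18982 per library at the later day. At the earlier day, it was 15266, 15719 and 17530 in ABS replicates 1, 2 and 3 and 18359, 15451 and 17259 in sham replicates 1, 2 and 3.

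**Figure D2:**
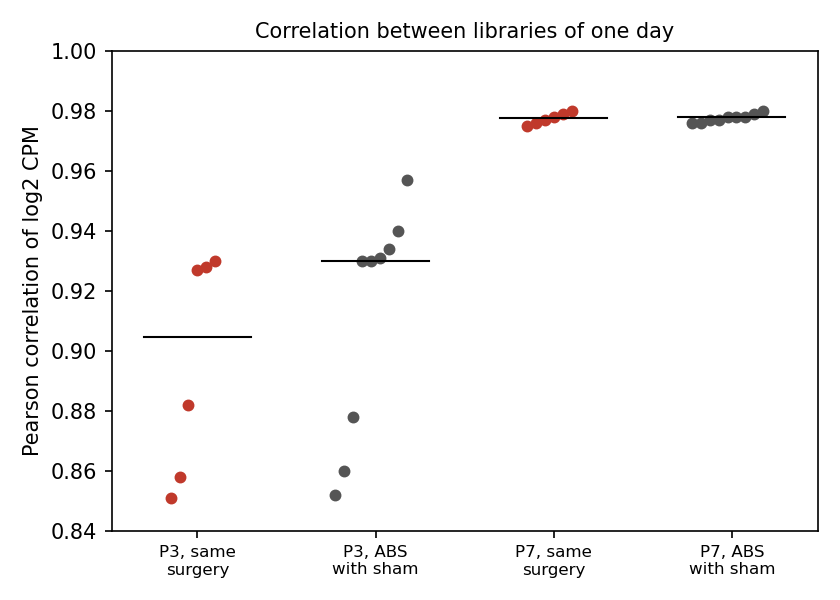
Pearson correlation of log2 CPM for each pair of libraries of one day, for pairs after the same surgery (red) and pairs of an ABS and a sham library (grey), with the median as a line. The vertical axis does not start at 0. All pairs at P7 lie at 0.975 or higher, and the pairs at P3 spread from 0.851 to 0.957 whether or not the surgery was the same.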

**Figure 4:**
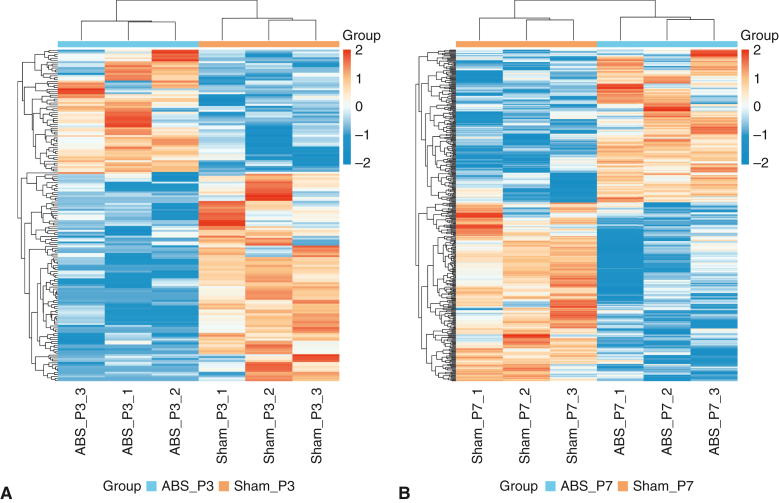
High reproducibility of ABS at the transcriptome level. A, Cluster analysis of DEGs at P3. B, Cluster analysis of DEGs at P7. *ABS*, Abdominal aortic banding surgery; *DEG*, differentially expressed gene.

### More Abundant Cell Proliferation-Associated Enrichment at Postnatal Day 7 Than at Postnatal Day 3

Gene ontology enrichment analysis of upregulated DEGs revealed that at postnatal day 3, of the 699 enrichment terms, there were 21 terms associated with cell proliferation (Figure 5, *A*), whereas at postnatal day 7, of the 2635 enrichment terms, there were 44 terms associated with cell proliferation (Figure 5, *B*). 

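The genes that enter an enrichment of upregulated DEGs are those higher in the ABS group. Mean counts, not normalized, were taken for the genes higher in the ABS group with an unadjusted p under 0.05 from DESeq2. Their median was 26.1 at postnatal day 3 and 107 at postnatal day 7. A mean count under 10 was found for 15 of them at postnatal day 3 and for 30 at postnatal day 7, and 7 and 17 of them were rows outside the Ensembl genes. The median log2 fold change was 2.74 at postnatal day 3 and 0.69 at postnatal day 7. On each day, 2 of these genes had an adjusted p under 0.05 from DESeq2. With DESeq2, 2 genes were higher in the ABS group at the unadjusted threshold on both days, and with edgeR's test 0 genes were. The membership of these genes in gene ontology terms was not analysed here.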

There were more upregulated genes associated with cell proliferation at postnatal day 7 than at postnatal day 3 (Figure 5, *C* and *D*). These results further confirmed that neonatal ABS induced a progressive increase in LVPO, characterized by increased cell cycle activities at the neonatal stage.

**Figure 5:**
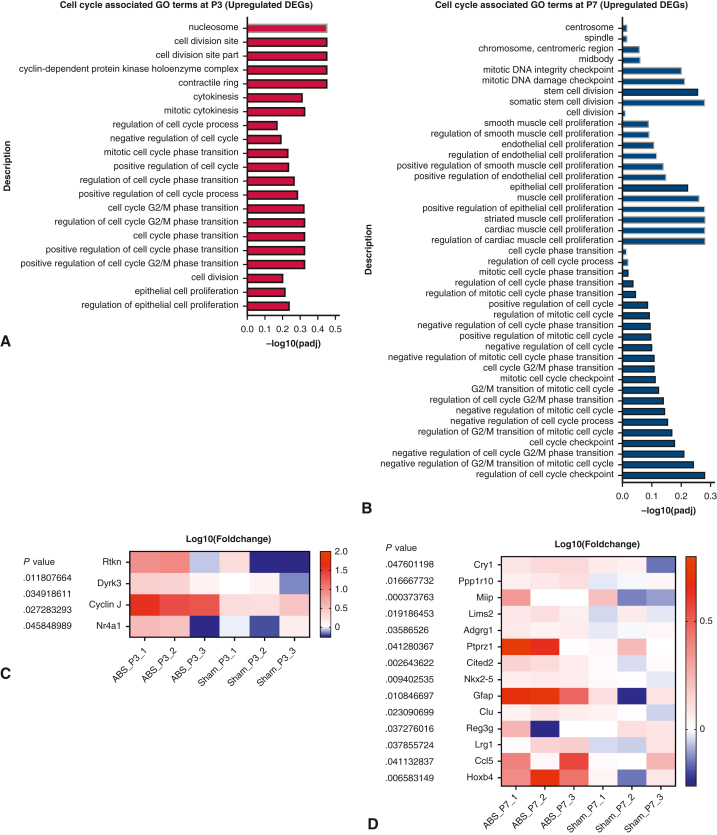
Gene ontology (*GO*) analysis of upregulated DEGs. A, Cell proliferation-associated GO terms at P3. B, Cell proliferation–associated GO terms at P7. C, Heatmap of genes associated with cell proliferation at P3. D, Heatmap of genes associated with cell proliferation at P7. *DEG*, Differentially expressed gene.

### More Cell Cycle-Active Cardiomyocytes at Postnatal Day 7 Than at Postnatal Day 3

To confirm the RNA-sequencing results, we examined the cell cycle markers Ki67 and Aurora B. The results showed that at postnatal day 3, compared with the sham group, the percentage of Ki67-positive CMs in the ABS group increased 4.1-fold, whereas at postnatal day 7, the percentage of Ki67-positive CMs in the ABS group increased 12.5-fold (Figure 6, *A* and *B*), indicating that there were still more Ki67-positive CMs in the ABS group at postnatal day 7 than in the ABS group at postnatal day 3 (Figure 6, *A* and *B*). Likewise, the number of Aurora B-positive CMs per section in the ABS group was significantly greater than in the sham group (Figure 6, *C-E*), and there were more Aurora B-positive CMs per section in the ABS group at postnatal day 7 than in the ABS group at postnatal day 3 (Figure 6, *C-E*).

**Figure 6:**
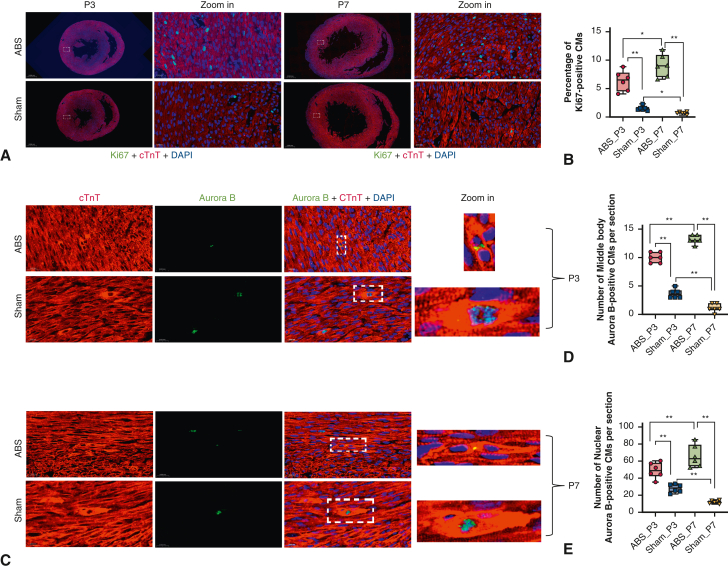
More CMs were active in the cell cycle at P7 than at P3. A, Representative Ki67-positive CMs at P3 and P7. Ki67 (*green*); cTnT (*red*); DAPI (*blue*). B, Quantification of Ki67-positive CMs. C, Representative Aurora B-positive CMs at P3 and P7. D, Quantification of middle body Aurora B-positive CMs. E, Quantification of nuclear Aurora B-positive CMs. The lower and upper borders of the box represent the lower and upper quartiles (25th percentile and 75th percentile). The *middle horizontal line* represents the median. The lower and upper whiskers represent the minimum and maximum values of nonoutliers. N = 6 rats. *CM*, Cardiomyocyte; *ABS*, abdominal aortic banding surgery.

## Discussion

LVPO is one of the most important features of many cardiovascular diseases, both in adults and children.^1^^,^^2^ Because of the ease of constructing surgical models in adult mice and rats, adult LVPO models were introduced earlier than neonatal LVPO models; therefore, how LVPO reshapes the adult LV, such as through cardiac hypertrophy and fibrosis, is clear, and many targets for treating cardiac hypertrophy and fibrosis have been proposed.^22^^,^^23^ In contrast, the construction of a surgical model of neonatal mice and rats is challenging; consequently, a neonatal LVPO model induced by TAC was introduced only recently.^11^^,^^12^ Although the neonatal ABS rat model was first reported 35 years ago, no detailed neonatal ABS construction protocols have been documented. As a result, little is known about the mechanisms by which LVPO reshapes the neonatal LV, and no methods have been reported for improving neonatal LV performance, particularly CM proliferation. It has been reported that neonatal hearts can fully adapt to LVPO-associated maladaptations without cardiac fibrosis through CM proliferation.^11^ Thus, understanding how LVPO reshapes the neonatal LV, and in particular how it affects CM proliferation, will reduce both pediatric and adult LVPO-associated maladaptation. This study is the first to document a neonatal ABS construction protocol. To enhance methodological reproducibility, we implemented rigorous surgical standardization encompassing 2 critical domains: (1) procedural parameters (banding size determined by banding needle, banding position determined by precise anatomic landmarks); and (2) instrumentation specifications (9-0 polypropylene sutures and a custom-designed padding needle). The ABS technique was systematically documented through high-resolution intraoperative imaging (Video 1) complemented by schematics (Figure 1 and Figure E2) detailing (1) topographical anatomic landmarks for band placement and (2) band position. This multimodal documentation framework represents a distinct methodological advancement over conventional surgical reports in neonatal ABS models. This study introduced an important platform for understanding how LVPO reshapes neonatal LVs and providing a relatively simple means by which learners can master neonatal ABS construction techniques.

Compared with neonatal TAC, neonatal ABS has at least 2 advantages. First, LVPO induced by neonatal ABS is a progressive LVPO, which is consistent with most clinical diseases.^15^, ^16^, ^17^ In contrast, TAC induces a fixed LVPO. Second, thoracotomy is a prerequisite for performing TAC, rendering the procedure more difficult and resulting in a lower survival than ABS. When considering transcriptomic changes, neonatal ABS (postnatal day 3 or 7) and mild TAC shared a degree of common enrichment, including cell proliferation, angiogenesis, immune response, and muscle tissue development enrichment^11^ (Figures 5 and E4). However, neonatal ABS also induced metabolic changes (Figure E4), which were not found in neonatal TAC.^11^ The summary of key differences between ABS and TAC is shown in Table E2. Compared with ABS at postnatal day 3, ABS at postnatal day 7 induced a greater abundance of terms associated with cell proliferation, angiogenesis, immune responses, and muscle tissue development (Figures 5 and E4), further confirming that from postnatal day 1 to 7, there was progressive LVPO at the transcriptomic level.

Immune responses and metabolic changes associated with CM proliferation are now well documented.^24^^,^^25^ However, whether the immune response and metabolic changes are the cause of CM proliferation or the result of CM proliferation still needs further clarification.^26^ Furthermore, whether neonatal LVPO induces a unique regulatory mechanism of CM proliferation should be the focus of further investigation. In addition, there are currently no reports of neonatal mouse models of ABS, as far as we know. Considering that many genetically modified animals are mice and not rats, another research focus in the future should be to successfully construct a neonatal mouse model of ABS. However, it should be noted that, as shown in Figure 1, *A*, the range of the neonatal rat AA that can be used for ABS is very small, let alone the neonatal mouse AA, with a greatly limited surgical space.

## Conclusions

Neonatal ABS is an experimental model that introduces LVPO during early postnatal development. This model provides unique insights into the cardiac response to increased afterload in the context of a developing heart, which differs significantly from the adult heart in terms of cellular plasticity, regenerative capacity, and adaptive mechanisms. The key aspects of neonatal ABS and the new information it brings to the clinical context are summarized in Table E3.

## Conflict of Interest Statement

The authors reported no conflicts of interest.

The *Journal* policy requires editors and reviewers to disclose conflicts of interest and to decline handling or reviewing manuscripts for which they may have a conflict of interest. The editors and reviewers of this article have no conflicts of interest.

## Figures and Tables

**Figure E1:**
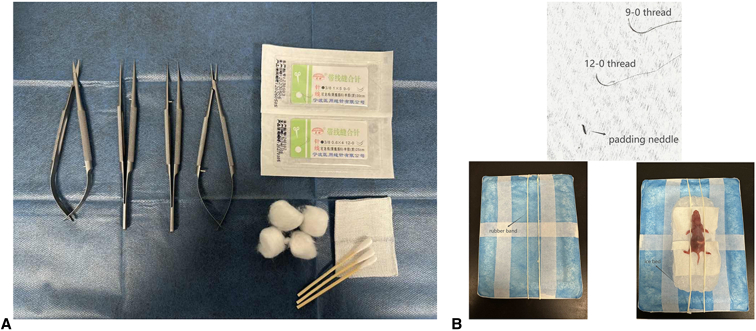
The surgical tools and materials for neonatal ABS. A, Surgical Items. B, Self-made tools required for neonatal ABS include padding needle, rubble band, and ice bed for operation. *ABS*, Abdominal aortic banding surgery.

**Figure E2:**
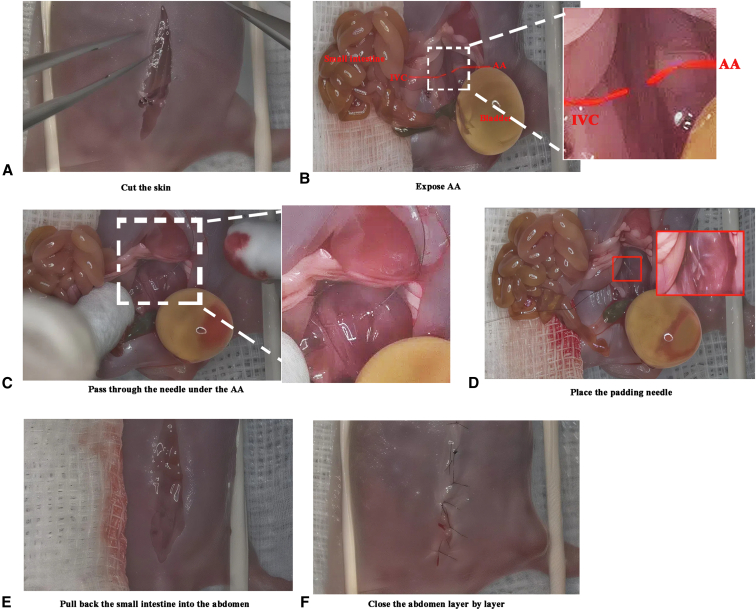
ABS process. A, Longitudinal incision of approximately 1.5 to 2 cm was made at the lower midline of the abdomen. B, The small intestine was pulled to expose the AA. C, The suture needle was passed under the AA. D, The padding needle was placed and ligated. E, The small intestine was placed back in the abdomen. F, The abdomen was closed layer-by-layer. *AA*, Abdominal aorta; *IVC*, inferior vena cava.

**Figure E3:**
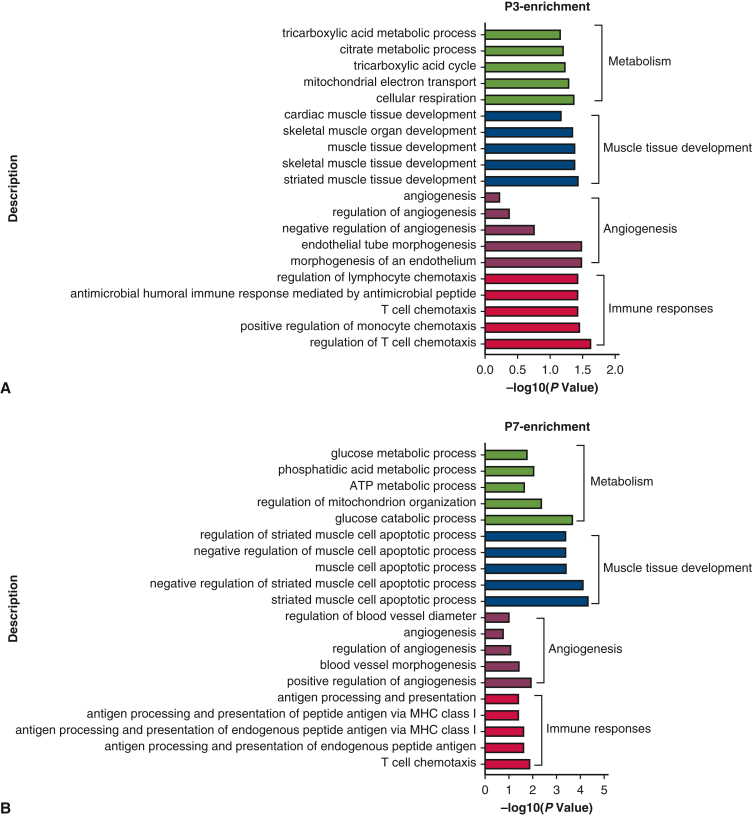
Key biological terms enriched by ABS at different time points. A, Enriched GO terms at P3. B, Enriched GO terms at P7. *ABS*, Abdominal aortic banding surgery.

**Figure E4:**
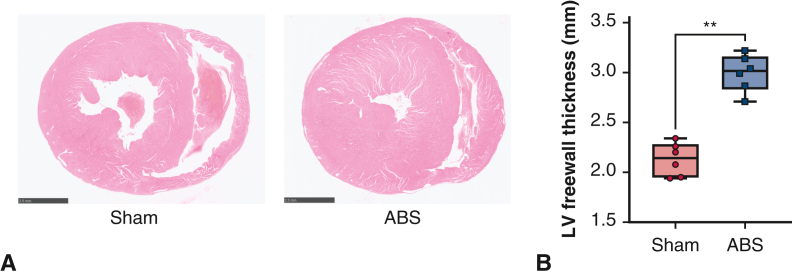
ABS induces an increase of LV thickness on postoperative day 35. A, Representative hematoxylin–eosin staining. B, Quantification of LV thickness. The lower and upper borders of the box represent the lower and upper quartiles (25th percentile and 75th percentile). The *middle horizontal line* represents the median. The lower and upper whiskers represent the minimum and maximum values of nonoutliers. N = 6 rats. *ABS*, Abdominal aortic banding surgery.

**Table E1:** Survival and experimental allocation

Group	RNA sequencing P3	RNA sequencing P7	IF-P3	IF-P7	BP/ultrasound
Sham	3	3	6	6	6
ABS	3	3	6	6	6

*P*, Postnatal day; *IF*, immunofluorescence; *BP*, blood pressure; *ABS*, abdominal aortic banding surgery.

**Table E2:** Summary of key differences between abdominal aortic banding surgery and transverse aortic constriction surgery

Surgery	ABS	TAC
Location	Abdominal aorta (below renal arteries)	Transverse aortic arch
Pressure overload	Gradual and chronic	Acute and severe
Hypertrophy	Gradual, compensatory	Rapid, often maladaptive
Hyperplasia	CM hyperplasia (an increase in cell number) is not typically observed in adult mammalian. In neonatal hearts, CM hyperplasia increases with time.	CM hyperplasia (an increase in cell number) is not typically observed in adult mammalian. In neonatal hearts, CM hyperplasia decreases with time, and on severe constriction condition, CM hyperplasia may not occur, but rather CM apoptosis and necrosis.
Fibrosis	Slower progression, less severe	Rapid and pronounced
Functional outcome	HFpEF (diastolic dysfunction)	HFrEF (systolic and diastolic dysfunction)
Clinical relevance	Chronic hypertension, coarctation	Acute aortic stenosis, sudden afterload

*ABS*, Abdominal aortic banding surgery; *TAC*, transverse aortic constriction; *CM*, cardiomyocyte; *HFpEF*, heart failure with preserved ejection fraction; *HFrEF*, heart failure with reduced ejection fraction.

**Table E3:** Clinical and mechanistic insights from the neonatal abdominal aortic banding surgery model

Key aspects of neonatal ABS	Neonatal hearts	Clinical relevance
CM hyperplasia vs hypertrophy	◆ Neonatal CMs retain the ability to proliferate (hyperplasia) in response to stress, unlike adult CMs, which primarily undergo hypertrophy (increase in cell size). ◆ Neonatal ABS can induce both hyperplasia and hypertrophy, providing a model to study how the heart balances these 2 responses to pressure overload.	◆ Understanding the mechanisms of neonatal CM proliferation could inform strategies to promote cardiac regeneration in adults, such as after myocardial infarction or in heart failure. ◆ This model may help identify molecular pathways that can be reactivated in adult hearts to induce hyperplasia instead of hypertrophy, potentially preventing maladaptive remodeling.
Enhanced regenerative capacity	◆ The neonatal heart has a remarkable capacity for regeneration, which diminishes rapidly after the first wk of life in rodents and shortly after birth in humans. ◆ Neonatal ABS can be used to study how pressure overload impacts this regenerative capacity and whether it can be harnessed to repair the heart.	◆ Insights from neonatal ABS could lead to therapies that enhance regenerative capacity in pediatric patients with congenital heart defects or acquired heart disease. ◆ This model may also help identify factors that limit regeneration in adults, paving the way for regenerative medicine approaches.
Adaptive vs maladaptive remodeling	◆ Neonatal ABS often results in adaptive remodeling, with preserved systolic function and minimal fibrosis, unlike adult models where pressure overload typically leads to maladaptive remodeling and heart failure. ◆ The neonatal heart may activate unique protective mechanisms, such as increased angiogenesis or altered metabolic pathways, to cope with pressure overload.	◆ Identifying these protective mechanisms could lead to novel therapeutic targets for preventing or reversing maladaptive remodeling in adults. ◆ This model may help explain why some pediatric patients with congenital heart disease (eg, aortic coarctation) tolerate pressure overload better than adults with similar conditions.
Developmental plasticity	◆ The neonatal heart is highly plastic, meaning it can adapt its structure and function in response to changes in hemodynamic load. ◆ Neonatal ABS can induce changes in ventricular geometry, wall thickness, and chamber size, providing insights into how the heart remodels during development.	◆ Understanding developmental plasticity could improve the management of congenital heart defects, where the heart must adapt to abnormal hemodynamics. ◆ This model may help predict long-term outcomes in pediatric patients and guide interventions to optimize cardiac development.
Metabolic adaptations	◆ The neonatal heart primarily relies on glycolysis for energy production, unlike the adult heart, which primarily uses fatty acid oxidation. ◆ Neonatal ABS can reveal how pressure overload affects metabolic pathways during development and whether metabolic shifts contribute to adaptive or maladaptive remodeling.	◆ Insights into neonatal cardiac metabolism could inform therapies for pediatric heart failure, where metabolic dysfunction plays a key role. ◆ This model may also help identify metabolic targets for improving cardiac function in adults with heart failure.
Fibrosis and extracellular matrix remodeling	◆ Neonatal ABS typically results in less fibrosis compared to adult models, suggesting that the neonatal heart has enhanced mechanisms to prevent excessive extracellular matrix deposition. ◆ The composition and turnover of the extracellular matrix may differ in neonates, contributing to their ability to adapt to pressure overload.	◆ Understanding neonatal antifibrotic mechanisms could lead to therapies for reducing fibrosis in adults with pressure overload or heart failure. ◆ This model may help identify biomarkers for early detection of fibrotic remodeling in pediatric patients.
Long-term outcomes	◆ Neonatal ABS can be used to study the long-term effects of early-life pressure overload on cardiac structure and function. ◆ This model may reveal whether early interventions can prevent or mitigate the development of heart disease later in life.	◆ Insights from neonatal ABS could inform strategies for early intervention in pediatric patients with conditions like aortic coarctation or hypertension. ◆ This model may help identify critical windows for therapeutic intervention to prevent long-term cardiovascular complications.

*ABS*, Abdominal aortic banding surgery; *CM*, cardiomyocyte.

How the deposited data were processed for this re-analysis (not part of the article)

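RNA of the left ventricle was measured by sequencing in 12 neonatal rats, 3 after ABS and 3 after sham surgery at each of postnatal days 3 and 7. Each library was assigned to its group from the sample labels, which match the groups of the paper. For the tissue, the labels name left ventricular myocardiocytes, while the paper's methods state that left ventricles were collected. The paper's wording is used, and which of these was sequenced was not tested. The values the authors deposited are counts of reads per gene, without normalization, in 1 file per library with 34733 rows. By the paper's methods, the authors removed reads with adapters, poly-N and low quality and counted reads with featureCounts. The paper's text does not name the aligner, the genome build, the annotation or the strand setting, so reads of overlapping, antisense or near-identical genes may have been counted on either gene. All rows name a gene or one of the 1850 numbered rows outside the Ensembl genes, and the latter held 0.983% to 1.27% of the counts of a library. Total counts were 14268210 to 17286278 per library, so depth differed little between libraries. Counts of 3 libraries per group set the precision of each comparison, and the smallest p that an exact permutation test of 3 against 3 can give is 0.1.

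Genes were named by their Ensembl identifiers, because the files do not pair them with symbols and 0 of the 32883 identifiers matched a table of RefSeq genes of the assembly GRCr8. Tests on lists of genes known by symbol (cell cycle, tissue markers and sex-linked genes), the genes that the paper names, and checks of gene length and GC content were therefore not run, and gene ontology terms were not analysed here.

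The counts were tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization, the filterByExpr filter, robust estimates of the spread and the quasi-likelihood F test, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. ABS was compared with sham for each day on the 6 libraries of that day. The interaction of surgery and day was tested on all 12 libraries, and P7 was compared with P3 within each surgery group. Genes with an adjusted p and with an unadjusted p under 0.05 were counted. The named genes were to be those with the largest log2 fold change past the adjusted threshold, filled up by smallest unadjusted p, with all ABS libraries on one side of all sham libraries and a mean of at least 1 CPM. As no gene passed the adjusted threshold, the gene of smallest unadjusted p in each direction and day is given, and an identifier stands in place of a symbol. CPM per gene were computed with TMM-scaled totals. The test was checked on simulated counts with the real means, library totals and spread and 200 genes changed by a known fold.

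Distances and principal components used log2 CPM with a prior count of 2 over the 500 most variable genes of a day. Libraries were clustered on the genes with an unadjusted p under 0.05. Each comparison of groups was repeated for all 10 splits of the 6 libraries into 3 and 3, and the interaction for 100 assignments of the surgery labels within each day, the real one and others drawn from 200 with a fixed seed.

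The alternatives set before the data were examined were DESeq2 1.42.0, the RLE size factors in edgeR, no filter, a filter of at least 1 CPM in at least 3 libraries, all 12 libraries fitted together, the replicate number as a block, each library left out in turn, all libraries thinned to 14268210 counts, 2000 or all genes and Spearman correlations for distances, genes with at least 10 CPM on average or Spearman's rho for the correlation of the days, and complete linkage for the clusters. Added after seeing the data were the number of detected genes as a covariate, limma 3.58.1 with voom and sample quality weights, edgeR without robust estimates, and the genes called by DESeq2 for the clusters and for the splits. No library was left out of the main comparisons.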

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

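The alternatives with detected genes as a covariate, with sample quality weights, without robust estimates and with DESeq2's genes for the clusters were chosen after seeing the data. The log2 CPM of Xist as a covariate, and every test on lists of genes, were not run, because the files do not pair identifiers with symbols.

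At P3, 0 genes passed the adjusted threshold with edgeR, with 47 genes at the unadjusted threshold. DESeq2 gave 4 and 171. The unadjusted number was 127 without the filter, 415 with all 12 libraries fitted, 1430 with detected genes as a covariate and 2214 with sample quality weights. It ranged from 63 to 432 across the 6 fits that each left out one library, and was 63 without ABS replicate 2, 85 without ABS replicate 1, 432 without ABS replicate 3, 90 without sham replicate 1 and 80 without sham replicate 2. The adjusted number stayed at 0 in these 6 fits and in every edgeR and limma alternative.

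At P7, 0 genes passed the adjusted threshold with edgeR, with 498 at the unadjusted threshold. The adjusted number was 10 with DESeq2, 3 without the filter and from 1 to 3 genes across the 6 fits that each left out one library. It was 3 without ABS replicate 1 or sham replicate 1, 1 without ABS replicate 2, and 2 without ABS replicate 3, sham replicate 2 or sham replicate 3. The unadjusted number was 51 with all 12 libraries fitted, where P3 and P7 share one estimate of the spread. It ranged from 443 to 938 with one library left out, and the 938 came without ABS replicate 3. RLE size factors, the filter on CPM, thinning and the added alternatives kept it within 1.5 times of the main number.

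The interaction gave 0 genes past the adjusted threshold, with 176 at the unadjusted threshold, and 5 past the adjusted threshold with DESeq2. The adjusted number stayed at 0 in the 12 fits that each left out one library. The unadjusted number did not stay near 176. It was 1151 without ABS replicate 3 of P3, 396 without sham replicate 1 of P3, 308 without ABS replicate 1 of P3 and 305 without sham replicate 2 of P3, and it lay between 128 and 268 without any other library. It was 420 without the filter, 393 with DESeq2 and 114 with the replicate block. For P7 against P3, 1 gene in the sham group and 2 in the ABS group passed the adjusted threshold. DESeq2 gave 412 and 490. Without the filter, the sham group gave 2. With one library left out, the number ranged from 0 to 4820 in the sham group, 4820 without sham replicate 1 of P3 and 0 without any other. In the ABS group, it ranged from 0 to 7468, with 7468 without ABS replicate 3 of P3 and 1 without ABS replicate 1 of P3. For all of these changes, the cause was not tested, apart from the tests given under other observations.

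The distance between groups stayed below that within groups, averaged over the ABS and sham groups, with 2000 genes, with all genes and with Spearman correlations on both days. It did not stay below that within the sham group alone. With 1 minus the Spearman correlation as the distance, it was 0.5603 between groups and 0.5398 within the sham group at P3, and 0.5227 and 0.511 at P7, and with all genes at P7 the Euclidean distance was 57.02 between groups and 56.53 within the sham group. The correlation of the days' log2 fold changes was 0.075 over genes with at least 10 CPM and stayed within those of other splits. Over the 4 named genes, 64 fits under the alternatives kept the direction of the log2 fold change. In 5 of them the gene passed the adjusted threshold, 3 with DESeq2 and 2 without the filter.

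Libraries with the same replicate number do not share an animal, and their deviations from the group means correlated across genes at -0.48, 0.39 and 0.01 for replicates 1, 2 and 3 at P3 and at -0.02, 0.05 and -0.02 at P7, so the numbers were not taken to pair them. With the replicate block, 0 genes passed the adjusted threshold on either day, in the interaction and in both comparisons of P7 with P3, and 30 genes at P3 and 452 genes at P7 had an unadjusted p under 0.05.

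With all libraries thinned to the smallest total, 53 genes at P3 and 476 at P7 had an unadjusted p under 0.05. The totals differed little, so this does not show whether a greater depth would change the comparisons.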

Differences from the paper's values

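At an adjusted p under 0.05, the threshold of the paper's methods, edgeR's test gave 0 genes at P3, 0 higher and 0 lower in the ABS group, against the paper's 171 DEGs, 64 upregulated and 107 downregulated. At P7, it gave 0 genes, 0 higher and 0 lower, against the paper's 406, 185 upregulated and 221 downregulated. At an unadjusted p under 0.05, edgeR gave 47 genes at P3 and 498 genes at P7. None of the alternatives set before the data were examined closed the gap at the adjusted threshold; DESeq2, the closest, gave 4 genes at P3 and 10 at P7.

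At an unadjusted p under 0.05, the threshold printed in Figure 3, edgeR gave 47 genes at P3, 20 higher and 27 lower in the ABS group, against the paper's 171, 64 and 107. With DESeq2 at that threshold, the numbers were 171, 64 and 107 at P3 and 406, 185 and 221 at P7, equal to the paper's. Without the filter on low counts, edgeR gave 127 genes at P3, 90 of them lower in the ABS group, and these 2 numbers no longer differed from the paper's by over 1.5 times, while the 37 higher genes did. Without ABS replicate 3 or sham replicate 1, 68 or 48 genes were higher, near the paper's 64, while the totals stayed apart. No other alternative set before the data were examined closed the gap at P3. At P7, the 498 genes of edgeR, 216 higher and 282 lower, lay within 1.5 times of the paper's numbers. Some alternatives set before the data were examined did not. These were no filter (713 genes, 338 higher and 375 lower), all 12 libraries fitted (51, 15 and 36) and leaving out ABS replicate 3 (938, 404 and 534). The other alternatives set before the data were examined stayed within 1.5 times.

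The paper states that the differences between groups were large and those within groups small at both days, from the clusters and principal components. On the 500 most variable genes, the mean distance between groups minus that within groups, averaged over the ABS and sham groups, was -7.817 at P3 and -0.339 at P7, and it was below 0 on both days under the 3 other measures, although under some of these the distance within the sham group alone was below that between groups. The clusters of genes selected at an unadjusted p under 0.05 did separate the groups on both days.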

Other observations

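The splits by number of genes at the unadjusted threshold and with DESeq2, the splits of the interaction, the tests of surgery and of a swap between the days, the test of library size on detected genes, the comparison of scatter at high counts and the test of a variant carried by some pups were chosen after the results were seen. So were the fits with sample quality weights and with detected genes as a covariate, although their splits were then tested before being seen. The other tests were written before their results.

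The 6 libraries of a day can be divided into 3 and 3 in 10 ways, so no result can be rarer than 1 in 10. At P3, 10 of the 10 splits gave at least the 0 genes past the adjusted threshold that the real split gave with edgeR, a number that no split can be below. With DESeq2, 10 of the 10 splits gave at least the 4 genes of the real one, and the others gave 5 to 3930. At the unadjusted threshold, 10 of the 10 splits gave at least as many genes as the real one with edgeR, and 10 of 10 with DESeq2, so the split by surgery gave the fewest of all (47 with edgeR, against 69 to 5282 in the other splits, and 171 with DESeq2, against 195 to 5707). At P7, 10 of the 10 splits gave at least 0 genes past the adjusted threshold, where the other splits gave 0 to 5. With DESeq2, 10 of the 10 splits gave at least the 10 genes of the real one, and the others gave 11 to 70. At the unadjusted threshold, 8 of the 10 splits gave at least as many genes as the real one with edgeR, and 8 of 10 with DESeq2. For the interaction, 100 of the 100 assignments of the surgery labels gave at least the 0 genes past the adjusted threshold, of which 6 gave at least 1, and all 100 gave at least the 176 genes at the unadjusted threshold. That number changes with single libraries, up to 1151 without ABS replicate 3 of P3, and the other assignments were not run without that library. Whether surgery changed some of these genes stays open, since a small number of changed genes among many would leave such counts as they are.

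More genes had an unadjusted p under 0.05 at P7 than at P3. A difference in library size does not account for it, since 476 genes at P7 and 53 at P3 were left with all libraries thinned to one total. A larger spread between the P3 libraries is a candidate explanation, as the biological coefficient of variation at P3 was 3.68 times that at P7. In counts simulated with each day's spread, edgeR's unadjusted p was under 0.05 for 39% (P3) and 89% (P7) of genes changed 2-fold. For unchanged genes it was 4.58% and 4.74%. The simulation drew each gene on its own, so it cannot show how differences shared by many genes act on unchanged genes. In the real comparisons, edgeR's unadjusted p was under 0.05 for 0.33% of the genes tested at P3 and 3.4% at P7. The order of the days changed when both days shared one estimate of the spread (415 genes at P3 and 51 at P7). Sharing lowers the estimate for P3 and raises that for P7, so this change cannot test the explanation. The order also changed with detected genes as a covariate (1430 and 534) and with sample quality weights (2214 and 736). A progressive effect of the surgery stays open as a biological explanation. The interaction, which addresses it, gave 0 genes past the adjusted threshold and 176 at the unadjusted one. Without ABS replicate 3 of P3, the interaction gave 0 and 1151. It was fitted with one estimate of the spread for both days, and its power was not simulated, so these numbers cannot decide the question.

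The separation of ABS from sham libraries by clusters of the called genes is consistent with the selection of these genes by group. Of the 18 other splits of the 2 days, 17 gave genes that separated their own arbitrary groups, 8 of 9 at P3 and 9 of 9 at P7. With complete linkage it was 15 of 18, and with the genes of DESeq2 16 of 18. At P3 these were 6 of 9 and 7 of 9, and at P7 9 of 9 in both.

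The P3 libraries differed more within the surgery groups than between them, by the mean Euclidean distance on the 500 most variable genes. The split of ABS replicates 1 and 2 and sham replicate 2 from the others gave 2974 genes past the adjusted threshold with edgeR and 3930 with DESeq2, the most of the 10 splits. The distance between groups minus that within groups was -7.82, which is the pattern itself, so it tests no explanation of it, surgery included. A swap of libraries between the days would leave a P3 library among those of P7, but the lowest correlation between 2 P7 libraries was 0.975, and no P3 library correlated with a P7 library above 0.964. ABS replicate 3 and sham replicate 1 of P3 came closest to P7, at 0.959 to 0.964 and 0.950 to 0.961, and sham replicate 2 of P3 was the farthest, at 0.843 to 0.858. ABS replicate 3 of P3 was closer to every P7 library than to any other P3 library (0.852 to 0.957). Its correlations with P7 still lay below the 0.975 found among the P7 libraries. Exchanged labels of ABS replicate 3 and sham replicate 2 would turn this split into the surgery groups. The log2 fold changes of the split correlated across genes with those of surgery at P7 at only 0.050, and at -0.136 to 0.065 with the other P7 splits, so exchanged labels and another difference between the pups cannot be told apart, as no clear effect at P7 exists to compare with. Sex, maturity and the tissue taken at dissection were not tested.

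Fewer genes were detected in ABS replicates 1 and 2 and sham replicate 2 of P3 than in the other libraries. Library size is not the cause, since with all libraries thinned to one total the P3 libraries detected 15247 to 18144 genes and the P7 libraries 18576 to 18958. A few genes taking most of the counts is not the cause either. The 10 most abundant genes held 18.3% to 25.5% of the counts of a P3 library, but without the 14 genes that were among the 10 most abundant of any library, and at equal depth, the P3 libraries still detected 15247 to 18141 genes. A low number of distinct RNA molecules behind the counts is a candidate explanation. It predicts zeros from the scatter, for which the smallest scatter of each library in any pair of its day was used. That value includes the scatter of the other library and any real difference, so it may overstate what few molecules predict. It predicted that 15.8% of the genes at 1 to 2 CPM at P7 would be at 0 in ABS replicate 1 of P3. The prediction was 10.3% in ABS replicate 2 and 11.2% in sham replicate 2, and 23.8%, 19.2% and 21.5% were found in these 3 libraries. In the P7 libraries, at most 0.0615% was predicted and 0.251% to 0.587% was found. In ABS replicate 3 of P3, 1.28% was predicted and 2.18% found, in sham replicate 1 0.664% and 0.671%, and in sham replicate 3 6.13% and 3.86%. The zeros found thus lay below the prediction in sham replicate 3 of P3 and above it in every other library. Random loss of molecules gives about the same excess of scatter at all counts. From more than 20 and up to 50 counts to more than 1000 and up to 3000 counts, the scatter rose in every pair of P3 libraries, and among these pairs least between the 3 libraries with fewest genes, from 14.7 to 17.8 times the sampling noise for ABS replicates 1 and 2, from 12.7 to 18.2 times for ABS replicate 1 and sham replicate 2, and from 12.6 to 22.3 times for ABS replicate 2 and sham replicate 2. Among the pairs of P3 libraries it rose most for ABS replicate 3 and sham replicate 2, from 14.6 to 233.1 times. The scatter was scaled by total counts without TMM, so part of the rise may come from that scaling. The values argue against few molecules alone as the source of the differences that grow with the count. They leave few molecules open for the scatter among these 3 libraries.

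With the number of detected genes as a covariate, 1430 genes at P3 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, and in 1 of the 10 splits, the real one, the number was that high; the other splits gave 289 to 1143. With sample quality weights, 10 of the 10 splits gave at least as many as the 2214 of the real one. It may be that the difference in detected genes hides an effect of surgery at P3, a hypothesis that 10 splits cannot decide, since the real one could not be rarer than 1 in 10.

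One gene was far lower in the ABS group at P7, with 254, 252 and 291 counts in ABS replicates 1, 2 and 3 against 8772, 3238 and 3477 in the sham replicates. It had the smallest p from DESeq2 at P7 (log2 fold change -4.31, adjusted p = 1.98e-12) and was singled out after its values were seen. From edgeR's quasi-likelihood test, its unadjusted p was 0.00118 and its adjusted p was 1. At P3, the counts were 4868 to 11618 in the ABS group, and 567, 7893 and 7155 in sham replicates 1, 2 and 3. A low level in 1 sham pup and high levels in all ABS pups at P3 are consistent with a strain or donor variant carried by some pups, with 567 counts in the lowest P3 library. Genes whose groups lay at least 4-fold apart, with at least 5 CPM in the higher group, numbered 1 in the real split at P7 and 0 to 3 in the others. A variant and an effect of surgery at P7 alone cannot be told apart with 3 pups per group.

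For RNA sequencing, the paper's text gives numbers of DEGs between ABS and sham only, and P7 was also compared with P3 within each group. In the sham group, 1 gene of 14619 passed the adjusted threshold and 2360 the unadjusted one, where chance gives 731, and in the ABS group 2 genes of 14504 and 2571, where chance gives 725. In the sham group 1 of the 10 splits, and in the ABS group 1 of the 10 splits, gave as many genes past the adjusted threshold, the split by age in both. At the unadjusted threshold, the other splits gave 63 to 919 genes in the sham group and 50 to 1945 in the ABS group. These numbers rest on single libraries, since 4820 genes passed the adjusted threshold in the sham group without sham replicate 1 of P3, and 7468 in the ABS group without ABS replicate 3 of P3, the libraries of P3 nearest to P7. Age, and any difference in how the libraries of the 2 days were made, were not separated by the design.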
